# Effects of chondroitin sulfate proteoglycan 4 (NG2/CSPG4) on soft-tissue sarcoma growth depend on tumor developmental stage

**DOI:** 10.1074/jbc.M117.805051

**Published:** 2017-12-01

**Authors:** Shu-Hsuan Claire Hsu, Puviindran Nadesan, Vijitha Puviindran, William B. Stallcup, David G. Kirsch, Benjamin A. Alman

**Keywords:** cell proliferation, chondroitin sulfate, gene expression, insulin-like growth factor (IGF), osteosarcoma, transgenic mice

## Abstract

Sarcomas, and the mesenchymal precursor cells from which they arise, express chondroitin sulfate proteoglycan 4 (NG2/CSPG4). However, NG2/CSPG4's function and its capacity to serve as a therapeutic target in this tumor type are unknown. Here, we used cells from human tumors and a genetically engineered autochthonous mouse model of soft-tissue sarcomas (STSs) to determine NG2/CSPG4's role in STS initiation and growth. Inhibiting NG2/CSPG4 expression in established murine and human STSs decreased tumor volume by almost two-thirds and cell proliferation rate by 50%. NG2/CSPG4 antibody immunotherapy in human sarcomas established as xenografts in mice similarly decreased tumor volume, and expression of a lentivirus blocking *NG2/CSPG4* expression inhibited tumor cell proliferation and increased the latency of engraftment. Gene profiling showed that *Ng2/Cspg4* deletion altered the expression of genes regulating cell proliferation and apoptosis. Surprisingly, *Ng2/Cspg4* deletion at the time of tumor initiation resulted in larger tumors. Gene expression profiling indicated substantial down-regulation of insulin-like growth factor binding protein (*Igfbp*) genes when *Ng2/Cspg4* is depleted at tumor initiation, but not when *Ng2/Cspg4* is depleted after tumor initiation. Such differences may have clinical significance, as therapeutic targeting of a signaling pathway such as NG2/CSPG4 may have different effects on cell behavior with tumor progression. NG2/CSPG4 depletion has divergent effects, depending on the developmental stage of sarcoma. In established tumors, IGF signaling is active, and NG2 inhibition targets cell proliferation and apoptosis.

## Introduction

Soft-tissue sarcomas are malignant tumors arising in mesenchymal derived tissues that are classified into subtypes primarily based on histology (1). Undifferentiated pleomorphic sarcoma is the most common and aggressive subtype in adults, with a roughly 50% 5-year survival rate (1–4). This sarcoma type displays a highly heterogeneous and undifferentiated histological phenotype, which suggests that it may represent an end point for other sarcomas that have undergone dedifferentiation from a cell initially of mesenchymal origin (5, 6).

Chondroitin sulfate proteoglycan (CSPG4), also called neural-glia 2 (NG2) is a membrane protein expressed by progenitor mesenchymal cells (*e.g.* pericytes), immature keratinocytes, melanocytes, and cells in several tumor types (7). As a gene expressed by mesenchymal progenitors, its expression could play a role in sarcoma initiation. It is a transmembrane protein that can potentiate the activities of other signaling-transducing systems, such as integrin and MAPK signaling pathways (8–10). NG2/CSPG4 can bind to and present growth factors (*e.g.* basic fibroblast growth factor and platelet-derived growth factor) to their cognate receptor tyrosine kinase receptors (11, 12). In human glioblastoma cells, NG2/CSPG4-mediated activation of integrin signaling promotes cell survival through sustained activation of Akt (protein kinase B) (13, 14) and chemoresistance through integrin-dependent PI3K/Akt signaling (8). In human melanomas, NG2/CSPG4 functions to activate the MEK/ERK1/2 pathway by mediating the growth factor-induced activation of receptor tyrosine kinases (15, 16). NG2/CSPG4 can interact with collagen VI, and this NG2/CSPG4-Col VI interplay may regulate interaction between soft-tissue sarcoma cells and the tumor microenvironment (17). Interestingly, driving oncogenic mutations in *Ng2/Cspg4*-expressing cells results in the formation of sarcomas (18).

Altered *NG2/CSPG4* expression and/or distribution may serve as a prognostic factor in various cancer types (19–23). In soft-tissue sarcomas, *NG2/CSPG4* expression is correlated with tumor progression (24, 25). Inhibition of *NG2/CSPG4* expression or treatment with anti-NG2/CSPG4 antibodies inhibits tumor growth in xenografts from some malignancies (26–28). However, the efficacy of targeted NG2/CSPG4 therapy has not been investigated in sarcomas. Here, we use genetically modified mice, human tumors established as xenografts in mice, and an NG2/CSPG4 antibody-based therapy to study the role of *Ng2/Cspg4* in soft-tissue sarcoma initiation and growth *in vivo*.

## Results

### Deletion of Ng2/Cspg4 in soft-tissue sarcoma reduces tumor size and cell proliferation

We used an autochthonous mouse model in which undifferentiated soft-tissue sarcoma formation is initiated by deletion of both p53 alleles and expression of an oncogenic mutant Kras driven by either Flp recombinase or Cre recombinase (KP mouse). Previous studies show that when the conditional alleles are activated by local injection of a virus driving expression of Flp or Cre in muscle, this results in tumors with characteristics similar to those of human undifferentiated pleomorphic sarcomas (18, 29, 30). To determine the role *Ng2/Cspg4* plays in sarcoma tumor growth and maintenance, we employed a dual recombinase system by crossing *Ng2/Cspg4^f/f^* mice with *Kras*^*FRT-STOP-FRT-G12D*/+^*; p53^FRT/FRT^; Rosa26*^*Cre-ER-T2*/+^ mice to generate *Kras*^*FRT-STOP-FRT-G12D*/+^*; p53^FRT/FRT^; Rosa26*^*Cre-ER-T2*/+^*; Ng2/Cspg4^f/f^* mice (*KPRNG2*). Primary sarcomas were generated in the hind limbs of these mice by intramuscular injection of adeno-FlpO. After the initial tumor was palpated, tamoxifen (200 μg/g) was delivered via intraperitoneal injection. Tumors from *Kras*^*FRT-STOP-FRT-G12D*/+^*; p53^FRT/FRT^; Rosa26*^+/+^*; Ng2/Cspg4^f/f^* (*KPR-control*) and *Kras*^*FRT-STOP-FRT-G12D*/+^*; p53^FRT/FRT^; Rosa26*^*Cre-ER-T2*/+^*; Ng2/Cspg4^f/f^* mice were collected 12 days after tumor formation, and real-time PCR, immunofluorescence, and Western analysis (Fig. 1 (*A* and *B*) and Fig. S1) were used to confirm the deletion of *Ng2/Cspg4* and its protein product. Immunofluorescence showed a 65% reduction in the proportion of cells expressing NG2/CSPG4 in KPCNG2 mice and an 80% reduction in KPRNG2 mice. Western analysis showed a relative NG2/CSPG4 protein level of 14% compared with controls in tumors from KPCNG2 mice and 8% compared with controls in tumors from KPRNG2 mice (relative densities are compared using Student's *t* test, *n* = 5 in each group, *p* < 0.01). We also confirmed the recombination at the *Ng2/Cspg4* locus in the *Kras*^*FRT-STOP-FRT-G12D*/+^*; p53^FRT/FRT^; Rosa26*^*Cre-ER-T2*/+^; *Ng2/Cspg4^f/f^* tumors by PCR analysis of genomic DNA (Fig. 1*C*). Deletion of *Ng2/Cspg4* in established tumors (*Kras*^*FRT-STOP-FRT-G12D*/+^*; p53^FRT/FRT^; Rosa26*^*Cre-ER-T2*/+^; *Ng2/Cspg4^f/f^*) resulted in a significant reduction in tumor size when compared with the *Kras*^*FRT-STOP-FRT-G12D*/+^*; p53^FRT/FRT^; Rosa26*^+/+^; *Ng2/Cspg4^f/f^* tumors (Fig. 1*D*).

**Figure 1.**
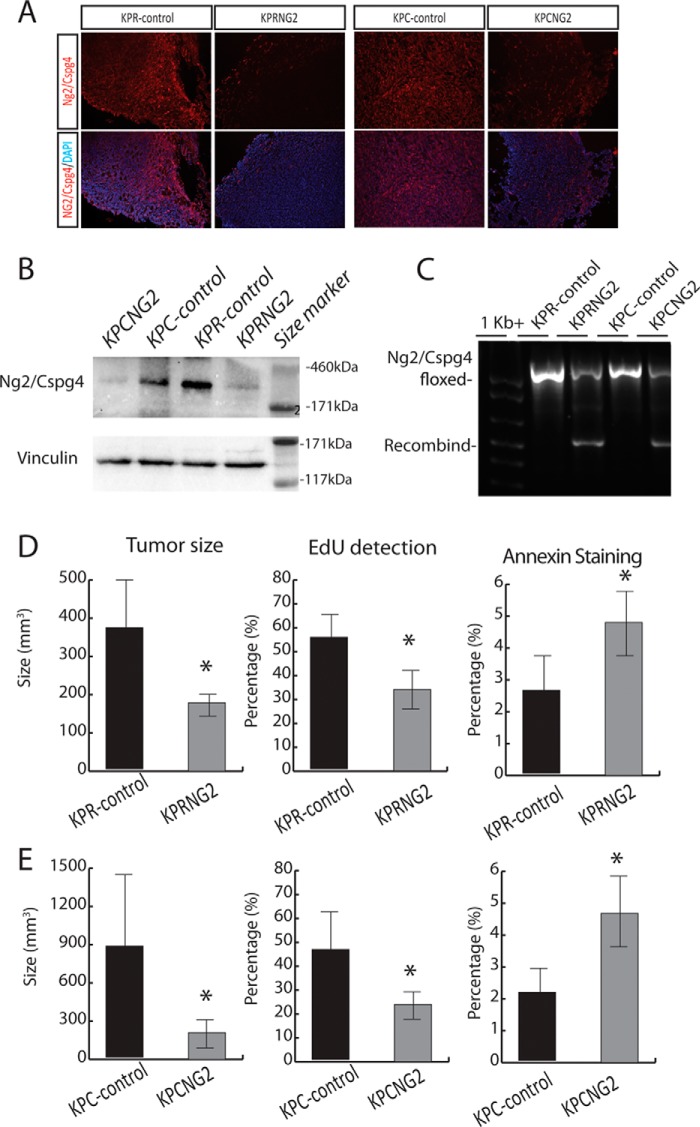
**Ng2/Cspg4 regulates soft-tissue sarcoma tumor growth.** *A*, immunofluorescence staining for Ng2/Cspg4 in KPR-control, KPRNG2, KPC-control, and KPCNG2 tumor samples showing >80% deletion of Ng2/Cspg4 in KPRNG2 tumors and ∼65% deletion of Ng2/Cspg4 in KPCNG2 tumors. *B*, Ng2/Cspg4 protein levels in KPR-control, KPRNG2, KPC-control, and KPCNG2 tumors were assessed by Western analysis, and vinculin was used as loading control. *C*, genotyping of tumors derived from KPR-control, KPRNG2, KPC-control, and KPCNG2 tumors showing recombination at the *Ng2/Cspg4* locus in KPRNG2 and KPCNG2 tumors. A representative blot is shown. *D* and *E*, tumor size and proliferation was significantly decreased, and apoptosis increased in KPRNG2 and KPCNG2 tumors compared with KPR-control and KPC-control tumors, respectively. Data are shown with 95% confidence intervals indicated (*error bars*). *n* = 14 in the KPRNG2 and control groups and 15 in the KPCNG2 and control group. *, *p* < 0.05. The percentage of EdU-positive cells was found in KPRNG2 tumors compared with KPR-control tumors (*n* = 6 in each group), and percentage of annexin V–stained cells (*n* + 6 in each group). Data are shown as means with 95% confidence intervals indicated. *, *p* < 0.05.

Because the *Rosa26*^*Cre-ER-T2*/+^ allele is expressed in tumor cells and non-tumor cells, the results using the *Rosa26*^*Cre-ER-T2*/+^ mice may be due to a non-sarcoma cell effect of NG2/CSPG4 regulating the niche to alter tumor behavior. Therefore, we generated mice in which *Ng2/Cspg4* would be deleted only in the tumor cells. To achieve this, we crossed *Ng2/Cspg4^f/f^* mice with *Kras^FRT-STOP-FRT-G12D^; p53^FRT/FRT^; Col1a1*^*FRT-STOP-FRT-Cre-ER-T2*/+^ mice to generate *Kras^FRT-STOP-FRT-G12D^; p53^FRT/FRT^; Col1a1*^*FRT-STOP-FRT-Cre-ER-T2*/+^*; Ng2/Cspg4^f/f^* (*KPCNG2*) mice. In *Kras^FRT-STOP-FRT-G12D^; p53^FRT/FRT^; Col1a1^FRT-STOP-FRT-Cre-ER-T2^* mice, in which Cre-ER^T2^ is downstream from a *FRT-STOP-FRT* cassette, cells will only express Cre-ER^T2^ and have the capacity for tamoxifen-mediated recombination of *loxP* sites after FlpO-mediated removal of the STOP cassette. Therefore, we utilized *Col1a1*^*FRT-STOP-FRT-Cre-ER-T2*/+^ mice for sequential mutagenesis restricted to the sarcoma cells to investigate the role of tumor-specific *Ng2/Cspg4* in tumor maintenance. Sarcomas were generated in the hind limbs of these mice by intramuscular injection of adeno-FlpO. After the initial tumor was palpated, a single dose of 0.75 mg of 4-hydroxytomaxifen (4-OHT)^2^ in DMSO was delivered via intratumoral injection. Tumors were collected 12 days after the first day of tumor detection. Because complex genetic mice do not always exhibit the expected degree of recombination, we confirmed that *Cre-ER^T2^* was expressed in sarcomas, but not control tissues, using real-time PCR. We then investigated the degree of recombination at the *Ng2/Cspg4* locus in the *Kras^FRT-STOP-FRT-G12D^; p53^FRT/FRT^; Col1a1*^*FRT-STOP-FRT-Cre-ER-T2*/+^*; Ng2/Cspg4^f/f^* tumors by PCR analysis of genomic DNA (Fig. 1*C*) and used immunofluorescence and Western analysis to assess deletion at the protein level (Fig. 1*B*). Tumors from *Kras^FRT-STOP-FRT-G12D^; p53^FRT/FRT^; Col1a1*^*FRT-STOP-FRT-Cre-ER-T2*/+^*; Ng2/Cspg4^f/f^* mice showed partial deletion of *Ng2/Cspg4* expression compared with *Kras*^*FRT-STOP-FRT-G12D*/+^*; p53^FRT/FRT^; Rosa26*^*Cre-ER-T2*/+^; *Ng2/Cspg4^f/f^* tumors. This degree of deletion resulted in a significant reduction in tumor size when compared with tumors from *Kras^FRT-STOP-FRT-G12D^; p53^FRT/FRT^; Col1a1*^+/+^*; Ng2/Cspg4^f/f^* mice (Fig. 1*E*). Thus, deletion of *Ng2/Cspg4* in the neoplastic cells themselves reduced the soft-tissue sarcoma tumor size.

Cell proliferation was analyzed by culturing cells derived from tumors with medium containing 5-ethynyl-2′-deoxyuridine (Edu) for 4 h to label cells in S phase. Tumor cells derived from both sets of mice in which *Ng2/Cspg4* were deleted (*KPRNG2* and *KPCNG2*) and their respective control tumors, in which *Ng2/Cspg4* was expressed, were studied. There was a lower percentage of Edu-positive cells in tumors lacking *Ng2/Cspg4* expression than in controls in both genotypes (Fig. 1, *D* and *E*), showing that Ng2/Cspg4 positively regulates tumor cell proliferation. Apoptosis was determined using annexin V staining, as detected using flow cytometry. There was an increase the proportion of annexin V staining in the absence of *Ng2/Cspg4* expression (Fig. 1, *D* and *E*) in both genotypes as well. Thus, *Ng2/Cspg4* regulates both cell proliferation and apoptosis in soft-tissue sarcomas.

### Knockdown of Ng2/Cspg4 delays xenograft growth

To determine whether *NG2/CSPG4* in human soft-tissue tumors plays a similar role, we knocked down *NG2/CSPG4* expression in xenografted human tumor cells using a lentivirus expressing shRNA to *NG2/CSPG4*. Infection of human primary undifferentiated pleomorphic sarcoma cells with a lentivirus expressing shRNA to *NG2/CSPG4* resulted in substantial down-regulation of *Ng2/CSPG4* expression, as compared with cells transfected with a control *GFP*-lentivirus (Fig. 2*A*). In cell cultures, there was a decrease in cell proliferation, as measured by the percentage of EdU-positive cells in *NG2/CSPG4*-lentivirus–infected cells, compared with that of the same cells transfected with a control lentivirus (Fig. 2*B*). Lentivirus-infected human undifferentiated pleomorphic sarcoma cells were established as xenografts in NSG mice at serial dilutions ranging from 1 × 10^5^ to 1 × 10^2^ cells/injection. Within this range of number of cells injected, knockdown of *NG2/CSPG4* did not affect the tumor-initiating potential of the sarcoma cells (Table S1). However, we found that cells infected with the lentivirus expressing shRNA to *NG2/CSPG4* lentivirus showed a delay in engraftment at all four dilutions tested (Fig. 2*C*). Histological analyses of explanted tumors in which *NG2/CSPG4* was knocked down showed an indistinguishable morphology from controls (Fig. S2). To verify *NG2/CSPG4* knockdown in the xenografts, an antibody specific for human NG2/CSPG4 was used for immunofluorescent staining analysis in xenograft tumors derived from *NG2/CSPG4*-lentivirus–infected cells and *GFP*-lentivirus–infected cells. Xenografts of human tumor cells that had been infected with *NG2/CSPG4*-lentivirus showed much less NG2/CSPG4 expression (Fig. 2*D*). Because of the difference in time to engraftment, at any given time, the tumors derived from *GFP*-lentivirus–infected cells were smaller in size. However, the cause for this change in tumor size cannot be distinguished between a delay in engraftment and changes in cell proliferation, as the lentiviral construct was not inducible and, as such, could not be activated after engraftment.

**Figure 2.**
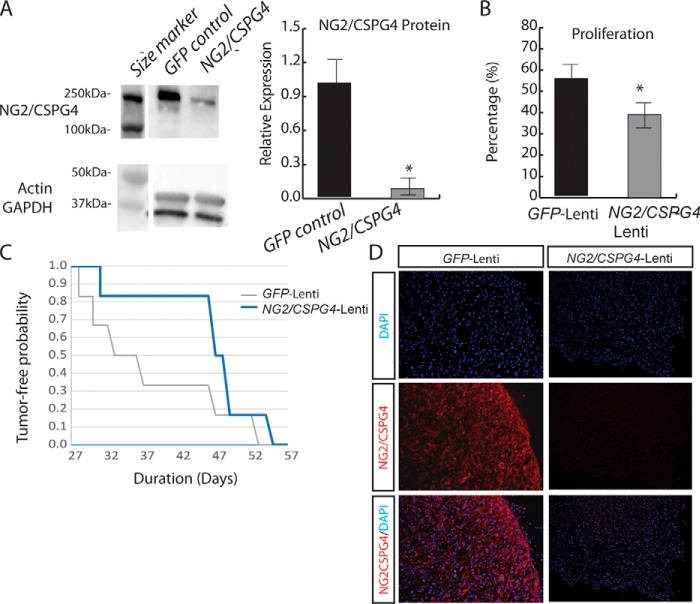
**NG2/CSPG4 regulates human soft-tissue sarcoma cell proliferation and tumor engraftment.** *A*, protein levels of NG2/CSPG4 in GFP-lentivirus or NG2/CSPG4-lentivirus–infected human soft-tissue sarcoma cells were assessed by Western analysis. Actin and GAPDH were used as loading controls. A significant reduction in the level of NG2/CSPG4 expression was found in cells infected with NG2/CSPG4-lentivirus compared with the GFP-lentivirus–infected control cells. *n* = 6 in each group. The Western image is from a single blot with additional lanes not relevant to this figure replaced by a *space* in this image. *B*, knockdown of NG2/CSPG4 resulted in a decrease in the percentage of EdU-positive cells. *n* = 6 in each group. Data are shown as means with 95% confidence intervals indicated (*error bars*). *, *p* < 0.05. *C*, representative Kaplan–Meier curve demonstrated delayed tumor engraftments with cells (1 × 10^4^ cells) infected with lentivirus expressing siRNA to NG2/CSPG4 when compared with the ones with GFP-lentivirus–infected control cells. *n* = 15 in each group. *D*, immunofluorescence staining of human NG2/CSPG4 in xenografted tumors showing 90% deletion of NG2/CSPG4 in NG2/CSPG4-lentivirus–infected tumors compared with GFP-lentivirus–infected tumors.

### NG2/CSPG4 antibody treatment inhibits the growth of human undifferentiated pleomorphic sarcoma xenografts in SCID mice

NG2/CSPG4 has been used as an immunotherapy target in xenografts in melanoma, triple-negative breast cancer, and malignant mesothelioma (27, 59, 60). We thus explored targeting NG2/CSPG4 protein with mAb-based immunotherapy in soft-tissue sarcomas. Human undifferentiated pleomorphic sarcomas xenografted into NSG mice were treated with 50 μg/ml/mouse of either mAb 9.2.27 (Abcam) or isotype control IgG every other day for 2 weeks via intraperitoneal injection. Treatment with mAb 9.2.27 significantly reduced the average tumor volume as compared with IgG controls (Fig. 3*A*). No signs of toxicity were detected in mice treated with mAb 9.2.27. In addition, treatment with mAb 9.2.27 resulted in a decrease in cell proliferation and increase in cell apoptosis (Fig. 3, *B* and *C*). Data here suggest that NG2/CSPG4 mAb–based immunotherapy could be developed into an approach for the treatment of NG2/CSPG4-expressing soft-tissue sarcomas.

**Figure 3.**
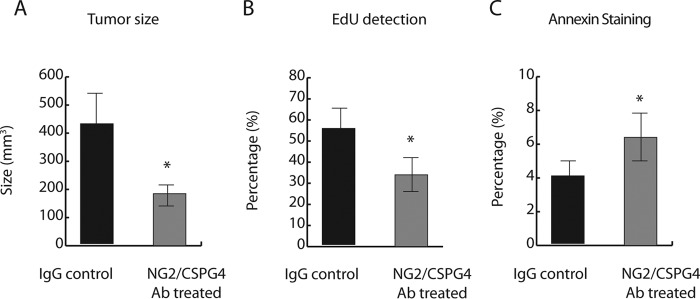
**NG2/CSPG4-antibody immunotherapy inhibits tumor growth in human undifferentiated pleomorphic sarcoma xenografts.** *A*, NG2/CSPG4-antibody treatments resulted in a decrease in tumor weight when compared with tumors treated with IgG; *n* = 10 in each group. *B*, antibody treatment decreased tumor cell proliferation; *n* = 6 in each group. *C*, antibody treatment increased tumor cell apoptosis; *n* = 6 in each group. Data are shown as means with 95% confidence intervals indicated (*error bars*). *, *p* < 0.05.

### Deletion of Ng2/Cspg4 at the time of tumor initiation resulted in an increase in tumor size

Lentiviral knockdown of *NG2/CSPG4* expression in human tumors established as xenografts delayed engraftment. Because *Ng2/Cspg4* is expressed in mesenchymal precursor cells and could play a role in regulating stem cell-like properties, and driving oncogenic mutations in *Ng2/Cspg4* expressing cells results in sarcoma formation (18), we investigated the role of *Ng2/Cspg4* in tumor initiation in the mouse. *Ng2/Cspg4^f/f^* mice (32) were crossed with *Kras*^*G12D*/+^*; p53^f/f^* mice to generate - *Kras^G12D^; p53^f/f^; Ng2/Cspg4^f/f^* (*KPNG2^f/f^*) mice. Primary tumors were induced with adenovirus expressing Cre-recombinases and harvested 12 days after the initial detection of the tumors. Deletion efficiency was confirmed using real-time PCR, Western blot analysis, and immunofluorescence staining (Fig. S3). Nine of 11 of the *Kras*^*G12D*/+^*; p53^f/f^; Ng2/Cspg4^f/f^* mice developed tumors after the adeno-Cre injection. Whereas this proportion is lower than observed in tumors expressing wildtype *Ng2/Cspg4*, because these sarcomas lacked *Ng2/Cspg4* expression, we know that *Ng2/Cspg4* is not required for tumor initiation.

Interestingly, tumors from the *Kras*^*G12D*/+^*; p53^f/f^; Ng2/Cspg4^f/f^* mice were significantly larger than the ones from either *Kras*^*G12D*/+^*; p53^f/f^; Ng2/Cspg4*^+/+^ or *Kras*^*G12D*/+^*; p53^f/f^; Ng2/Cspg4*^*f*/+^ mice (Fig. 4*A*), and they formed at a similar time following injection as tumors in control mice expressing *Ng2/Cspg4* (Fig. 4*B*). When cells derived from these sarcomas were cultured in Edu-containing medium, there was increased proliferation in the *Kras*^*G12D*/+^*; p53^f/f^; Ng2/Cspg4^f/f^* tumor cells compared with *Kras*^*G12D*/+^*; p53^f/f^; Ng2/Cspg4*^+/+^ cells (Fig. 4, *C* and *D*) as detected by EdU staining.

**Figure 4.**
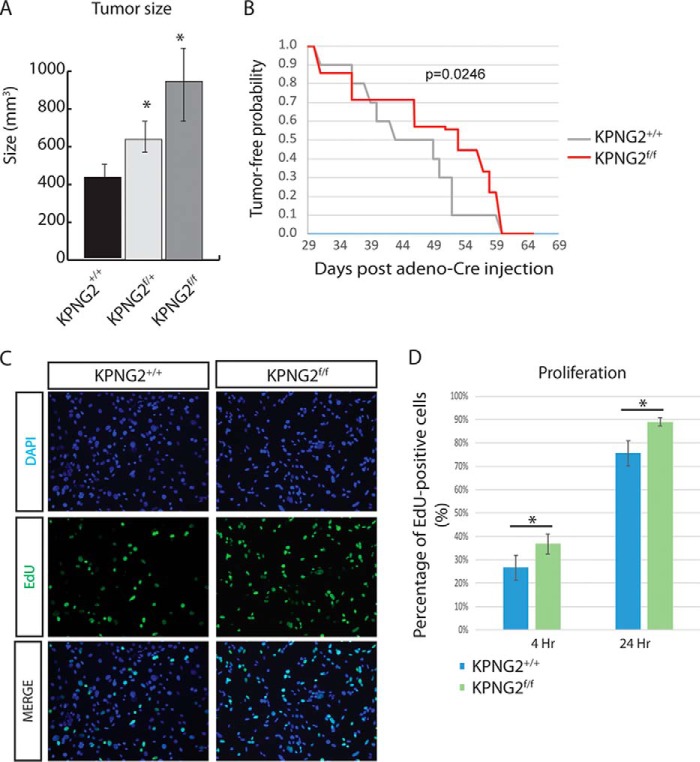
**Deletion of Ng2/Cspg4 at the time of tumor initiation increases tumor size.** *A*, tumor size was significantly larger in KPNG2^f/f^ tumors compared with KPNG2^f/+^ or KPNG2^+/+^ tumors. Data are shown as means with 95% confidence intervals (KPNG2^+/+^, *n* = 8; KPNG2^f/+^, *n* = 17; KPNG2^f/f^, *n* = 9. *B*, KPNG2^f/f^ mice showed a delay in tumor formation compared with KPNG2^+/+^ animals. *p* = 0.0246. *C*, representative images of immunofluorescence staining of EdU showing increased percentage of Edu-positive cells (green channel) in the KPNG2^f/f^ tumor cells compared with KPNG2^+/+^ tumor cells after 4 h of culturing with medium containing 10 μm Edu. Nuclei were labeled with 4′,6-diamidino-2-phenylindole (*DAPI*) staining (*blue channel*). *D*, percentage of EdU-positive cells were analyzed after 4 and 24 h of culturing with EdU-containing medium. Increased percentages of EdU-positive cells were found at both time points in the KPNG2^f/f^ cells compared with KPNG2^+/+^ cells. Data are shown as means with 95% confidence intervals indicated (*error bars*). *, *p* < 0.05.

### Ng2/Cspg4 has divergent effects on gene expression, depending on the developmental stage of the tumor when it is depleted

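The RNA sequencing data analysed here came from 5 primary sarcomas, 2 labelled KPNG2+/+ and 3 labelled KPNG2f/f, numbered in the labels as separate tumors of each genotype. In these mice, adenovirus expressing Cre recombinase activates oncogenic Kras and deletes p53, and in KPNG2f/f mice it also deletes Ng2/Cspg4, so that the gene is lost when the tumor starts. Tumors were harvested 12 days after they were first detected. The labels name tissue as the material for RNA isolation but cells as the source, and the paper describes tumors. Of red blood cell genes, 7 were in the counts, and together they had 1 to 6 counts per library. That is little for tissue that holds blood. The 21 lymphocyte genes together had 60 to 159 counts per library. Cdh5, a cadherin of endothelium, had 11629 counts in KPNG2+/+ tumor 1 and 37 to 167 in the other tumors. Lyz2, a macrophage gene, ran from 45 counts in KPNG2+/+ tumor 2 to 44373 in KPNG2f/f tumor 2. Cells taken from the tumors therefore cannot be excluded as the material. By the X-linked gene Xist and the Y-linked gene Ddx3y, KPNG2+/+ tumor 1 came from a female mouse and the other tumors from males. Tumors in which Ng2/Cspg4 was deleted after they had formed were not analysed here. The deposited counts summed to 47034543 and 58882168 in KPNG2+/+ tumors 1 and 2, and to 45462274, 47912376 and 45207024 in KPNG2f/f tumors 1, 2 and 3. The most abundant gene in every library was Gm42418, a gene model that lies over ribosomal RNA sequence, with 2.53% to 5.44% of the counts. The authors trimmed the reads, mapped them with STAR to GRCm38, kept reads that mapped to a single location and counted them per gene with HTSeq. Reads shared by near-identical copies, such as ribosomal protein genes and their pseudogenes, are therefore missing from the counts of both. Whether counting used the strand is not given in the sources used here, so overlapping genes on opposite strands may share reads. From these counts, 16770 of 38561 genes with at least 10 counts in at least 1 library were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. DESeq2, the tool the paper names, was run as the alternative. In counts simulated with the spread of these tumors, edgeR called 54% of genes changed 4-fold and 7 of 16109 unchanged genes, whereas DESeq2 called 86% of the former and 122 of the latter. Of genes changed 2-fold, edgeR called 0% and DESeq2 6%, so genes that were not called may still have changed by that much.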

To investigate an explanation behind the divergent effect of *Ng2/Cspg4* deletion on tumor behavior at different stages, we compared RNA expression profiles between tumors expressing *Ng2/Cspg4* and those in which *Ng2/Cspg4* was deleted either at the time of tumor initiation or after a tumor formed. 

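Cspg4 RNA, the transcript of the gene deleted in KPNG2f/f mice, was present in all 5 libraries. Its level was 62.9 and 39.8 TMM-normalized CPM (counts scaled to a common library size) in the 2 libraries labelled KPNG2+/+, and 43.2, 31.0 and 52.9 CPM in the 3 labelled KPNG2f/f. The group means were 51.3 ± 16.4 (SD, n = 2) and 42.4 ± 11.0 CPM (SD, n = 3), so that the difference was within the spread between tumors. Cspg4 (ENSMUSG00000032911) lies on the plus strand of chromosome 9 of GRCm38 from 56865033 to 56899870. Its log2 fold change was -0.28 (standard error 0.33, 95% interval -1.08 to 0.53, adjusted p = 0.986 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.09 without KPNG2+/+ tumor 1. The counts cover the whole gene and the deleted exons are not given in the sources used here, so reads from outside the deleted part would be counted, and this gene does not check the labels. For the deletion in these tumors the paper cites real-time PCR, Western blot and immunofluorescence staining (Fig. S3). Kras and Trp53, the other engineered genes of the model, had log2 fold changes of -0.38 (standard error 0.35) and 0.07 (standard error 0.53), and none of these 3 genes was called by edgeR or DESeq2, by edgeR adjusted over the list alone, or at an unadjusted p under 0.05. Among all genes tested, 1 was lower and 0 were higher in the libraries labelled KPNG2f/f at an adjusted p under 0.05 from edgeR, against 564 lower and 264 higher at an unadjusted p under 0.05. DESeq2 called 140 lower and 46 higher, the edgeR call included. That call was Gm10260, a predicted gene model on chromosome 13 from 97760072 to 97760632, named after its values were seen. It had 66.5 and 58.2 CPM in the libraries labelled KPNG2+/+ and 0.264, 0.246 and 0.215 CPM in those labelled KPNG2f/f. Its log2 fold change was -8.00 (standard error 0.30, adjusted p = 0.00303 from edgeR's quasi-likelihood test). Whether its near absence from 1 group reflects mouse strain or reads shared with similar genes was not tested. Without KPNG2+/+ tumor 1 or any 1 of the KPNG2f/f tumors its adjusted p from edgeR was 0.0533 to 0.0573, and the range over all alternatives was 1.82e-94 to 0.0573. Cryab, a small heat shock protein, had 167 ± 17.1 CPM (SD, n = 2) in the libraries labelled KPNG2+/+ and 30.0 ± 4.94 CPM (SD, n = 3) in those labelled KPNG2f/f. It was called lower by DESeq2 but not by edgeR (adjusted p = 0.283 from its quasi-likelihood test). Cryab lies within 10 Mb of Cspg4, from 50751325 to 50756636 on chromosome 9. DNA linked to the floxed allele goes with the genotype, so it and the loss of Ng2/Cspg4 cannot be told apart for this gene.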

RNA sequencing was compared between tumors from *Kras*^*G12D*/+^*; p53^f/f^; Ng/Cspg4*^+/+^, *Kras*^*G12D*/+^*; p53^f/f^; Ng/Cspg4^f/f^, Kras*^*FRT-STOP-FRT-G12D*/+^*; p53^FRT/FRT^; Rosa26*^+/+^; *Ng2/Cspg4^f/f^* and *Kras*^*FRT-STOP-FRT-G12D*/+^*; p53^FRT/FRT^; Rosa26*^*Cre-ER-T2*/+^; *Ng2/Cspg4^f/f^* mice. The data have been deposited in the GEO database (accession number GSE97489).

When *Ng2/Cspg4* is depleted after a tumor has formed, there is increased expression of genes implicated in the regulation of apoptosis (*e.g. Casp7*), consistent with our findings of increased annexin V staining in these lesions. This was confirmed by real-time PCR (Table S2 and Fig. 5*A*). When *Ng2/Cspg4* is depleted at the time of tumor initiation, many of these genes are down-regulated (Table S3 and Fig. 5*A*). 

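Casp7, which encodes an executioner caspase, had 5.16 and 3.31 CPM in the libraries labelled KPNG2+/+ and 2.95, 4.02 and 4.31 CPM in those labelled KPNG2f/f, and the groups overlapped. Its log2 fold change was -0.17 (standard error 0.44, 95% interval -1.24 to 0.90, adjusted p = 0.986 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.18 without KPNG2+/+ tumor 1. The gene (ENSMUSG00000025076) lies on the plus strand of chromosome 19 of GRCm38 from 56397129 to 56442344. Of 36 pro-apoptotic genes (caspases, BH3-only and effector proteins of the BCL2 family, death receptors and their adaptors), 34 were tested. Of these, 0 were lower and 0 higher at an adjusted p under 0.05 from edgeR, as also from DESeq2 and when adjusted over the list alone, and at an unadjusted p under 0.05, 1 was higher and 0 were lower. Fitted log2 fold changes were positive for 25 of the 34 and negative for 9, with a median of 0.18 (adjusted p = 0.0787 from camera). The gene at an unadjusted p under 0.05 was Apaf1, the scaffold of the apoptosome, with 44.6 ± 4.36 CPM (SD, n = 2) against 67.3 ± 4.13 CPM (SD, n = 3), a log2 fold change of 0.59. Bmf, a BH3-only protein, had the largest log2 fold change of the list, 1.39 with a standard error of 1.03 and a range of 0.58 to 3.34 when each tumor was left out. Casp3, another executioner caspase, had 0.97 (standard error 0.55), and Pmaip1, a BH3-only protein, had -0.59 (standard error 0.60). Of 14 tested anti-apoptotic genes (BCL2-like survival proteins and inhibitors of apoptosis), 0 were called in either direction by edgeR, by DESeq2, when adjusted over the list alone or at an unadjusted p under 0.05, and their median was 0.16 (adjusted p = 0.604 from camera), which was -0.23 without KPNG2f/f tumor 2 and -0.07 without KPNG2+/+ tumor 2. Of 21 targets of p53, 0 were called by edgeR, by DESeq2 or when adjusted over the list alone, and 1 was lower at an unadjusted p under 0.05, Phlda3, an inhibitor of AKT, with a log2 fold change of -1.15 that was -0.59 without KPNG2+/+ tumor 2. The median of the p53 targets was 0.09, whereas camera's direction for them was down (adjusted p = 0.947 from camera), and when each tumor was left out this median ran from -0.07 to 0.25. The genes of Tables S2 and S3 were not used here.

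**Figure D1:**
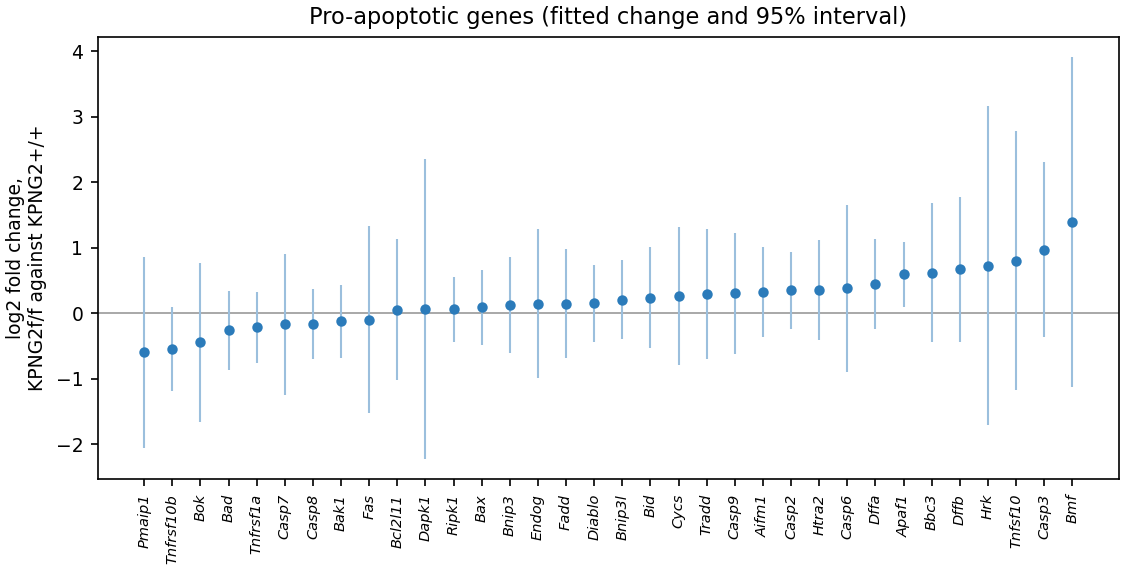
Log2 fold change of the 34 tested pro-apoptotic genes in the 3 tumors labelled KPNG2f/f against the 2 labelled KPNG2+/+, sorted by size. Points are the fitted changes and bars their 95% intervals; 25 points lie above 0, and Casp7 lies at -0.17.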

Interestingly, there was a significant down-regulation of several *Igfbp* genes in the *Kras^G12D^; p53^f/f^; Ng2/Cspg4^f/f^* tumors when compared with either *Kras^G12D^; p53^f/f^; Ng2/Cspg4*^+/+^ or *Kras*^*FRT-STOP-FRT-G12D*/+^*; p53^FRT/FRT^; Rosa26*^*Cre-ER-T2*/+^; *Ng2/Cspg4^f/f^* tumors (Tables S3 and S4). 

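Igfbp3, which encodes an IGF-binding protein, had a log2 fold change of -2.19 (standard error 0.49) in the libraries labelled KPNG2f/f. It was the member of its family that DESeq2 called (log2 fold change -2.20, adjusted p = 0.0110). By edgeR its unadjusted p was 0.0043 from the quasi-likelihood test. Adjusted over all tested genes it was not called (adjusted p = 0.873 from that test with Benjamini-Hochberg adjustment). Across all alternatives in processing, the adjusted p of this gene from edgeR or DESeq2 ran from 0.0110 to 1.00. Igfbp6 had 299 ± 3.19 CPM (SD, n = 2) in the libraries labelled KPNG2+/+ and 175 ± 63.8 CPM (SD, n = 3) in those labelled KPNG2f/f, a log2 fold change of -0.77 (standard error 0.33). Igfbp5 had -1.83 (standard error 1.66) and Igfbp7 -1.42 (standard error 0.91), and each rested on 1 library. For Igfbp5 this was KPNG2+/+ tumor 1, with 226 CPM against 2.80 to 82.0 CPM in the other tumors, and without it the log2 fold change was 2.54. For Igfbp7 it was KPNG2+/+ tumor 2, with 341 CPM against 35.6 to 119 CPM, and without it the log2 fold change was 0.97. Igfbp2, at 0.528 to 47.0 CPM over the tumors, had 0.24, and Igfbp4 had 0.26 (standard error 0.48). Of the 7 Igfbp genes, 6 were tested, since Igfbp1 stayed under the count minimum. Of these 6, 0 were lower and 0 higher at an adjusted p under 0.05 from edgeR over all genes, 1 was lower when adjusted over the list alone, 1 was lower at an unadjusted p under 0.05 and 1 was lower by DESeq2, each time Igfbp3. The family had a median log2 fold change of -1.10, with 4 genes negative and 2 positive (adjusted p = 0.00288 from camera with a preset correlation, adjusted p = 0.364 with an estimated correlation). This median was -0.30 without KPNG2+/+ tumor 1 and -0.55 without KPNG2+/+ tumor 2, and camera did not call the family without KPNG2+/+ tumor 1 or without KPNG2f/f tumor 1. Igfbp7 overlaps Polr2b on the opposite strand and may share reads with it. The paper reports lower Igfbp3 in KPNG2f/f tumors, but not in tumors that lost Ng2/Cspg4 after they had formed. It reasons that Ng2/Cspg4 alone could not account for this. Since IGFII raises Igfbp3, it proposes a loss of sensitivity to IGFII. In its cultured tumor cells, IGFII raised Igfbp3 in KPNG2+/+ but not in KPNG2f/f cells (Fig. 5C).

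**Figure D2:**
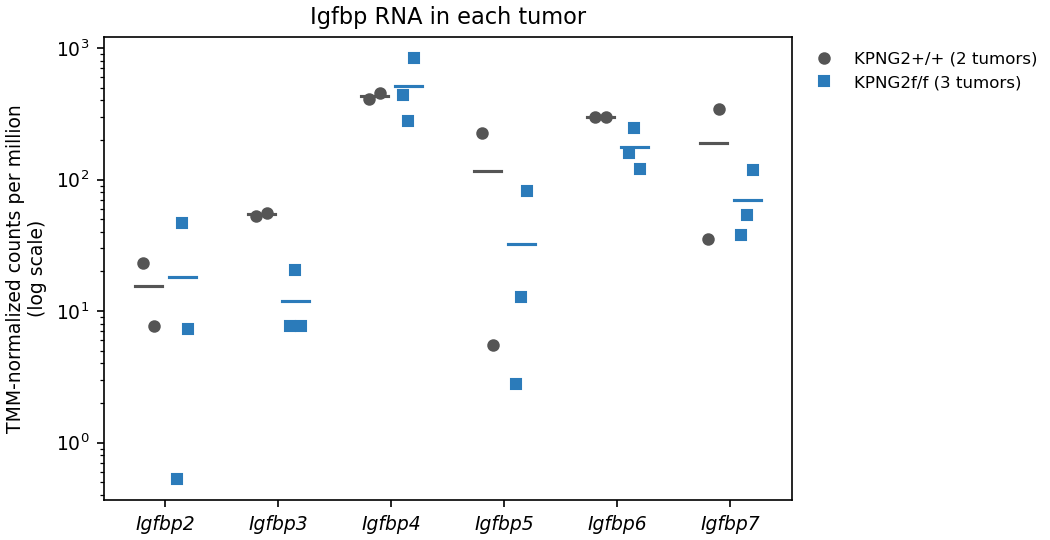
TMM-normalized CPM, on a log scale, of the 6 tested Igfbp genes in each tumor. Circles are the 2 tumors labelled KPNG2+/+, squares the 3 labelled KPNG2f/f, and lines the group means; for Igfbp3 both circles lie above all squares, and for Igfbp5 and Igfbp7 1 circle lies far above the other.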

The down-regulation of *Igfbp3* was validated using quantitative real-time PCR (Fig. 5*B*).

**Figure 5.**
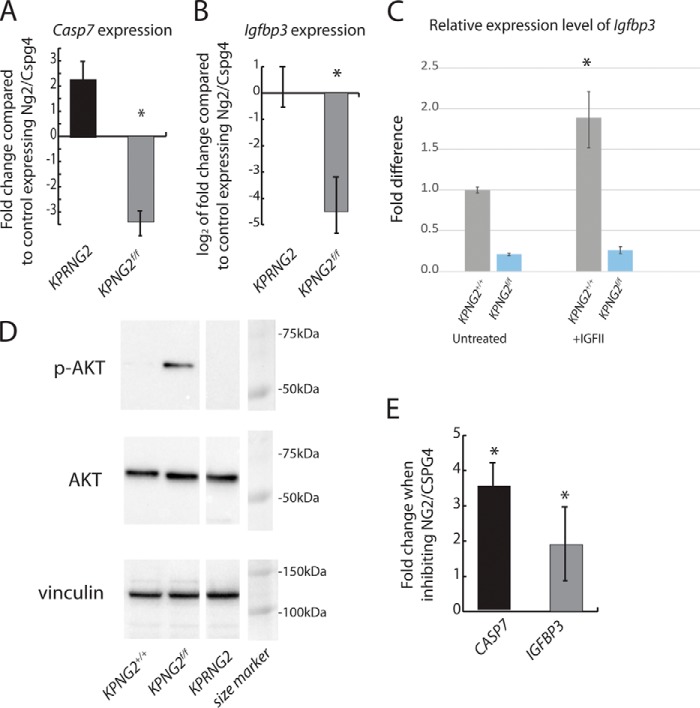
**Divergent effect of Ng2/Cspg4 deletion on gene expression, depending on the developmental stage of the tumor when it is depleted.** *A*, -fold change of Casp7 expression, showing an increase when *Ng2/Cspg4* is deleted after the tumor forms but a decrease when deleted at the time of tumor initiation compared with control tumors expressing *Ng2/Cspg4. n* = 6 for each condition. *B*, -fold change of *Igfbp3* expression, showing a decrease when *Ng2/Cspg4* is deleted after the tumor forms but an increase when deleted at the time of tumor initiation compared with control tumors expressing *Ng2/Cspg4. n* = 6 for each condition. Expression is reported as log_2_. *C*, KPNG2^+/+^ and KPNG2^f/f^ tumor cells were cultured with IGFII (100 ng/ml) for 12 h followed by real-time PCR analysis for *Igfbp3* expression. Data are shown as means with 95% confidence intervals indicated. *n* = 6 for each group. *, *p* < 0.05. *D*, increased expression levels of phospho-AKT were found in the KPNG2^f/f^ tumors when compared with tumors derived from KPNG2^+/+^ or KPRNG2 animals. Vinculin was used as loading control. The Western image is from a single blot with additional lanes not relevant to this figure replaced by a *space* in this image. *E*, change in expression of *CASP7* and *IGFBP3* in a human tumor treated with an NG2/CSPG4 compared with controls (control = 1). There is a significant increase in expression in both genes. Data are shown as means with 95% confidence intervals indicated (*error bars*). *, *p* < 0.05.

Because *Igfbp3* was substantially down-regulated in the *Kras*^*G12D*/+^*; p53^f/f^; Ng2/Cspg4^f/f^* tumors but not in *Kras*^*FRT-STOP-FRT-G12D*/+^*; p53^FRT/FRT^; Rosa26*^*Cre-ER-T2*/+^; *Ng2/Cspg4^f/f^* tumors, its regulation of expression could not be due to changes in Ng2/Cspg4 alone. 

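Igfbp3 RNA was at 52.8 and 56.1 CPM in the libraries labelled KPNG2+/+ and at 7.66, 20.5 and 7.70 CPM in those labelled KPNG2f/f. The means were 54.5 ± 2.33 CPM (SD, n = 2) and 11.9 ± 7.37 CPM (SD, n = 3), so that every tumor of the second group lay below both tumors of the first. Such a separation was seen for 18.1% of all tested genes, and chance gives 20% for 2 tumors against 3. The 95% interval of the log2 fold change was -3.39 to -0.99. Leaving out each tumor in turn gave values from -2.83, without KPNG2f/f tumor 2, to -1.95, without KPNG2f/f tumor 3. The gene (ENSMUSG00000020427) lies on the minus strand of chromosome 11 of GRCm38 from 7206086 to 7213923. Its direction follows the labels, which the level of Cspg4 does not check. Tumors from which Ng2/Cspg4 was deleted later were not analysed here.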

Because IGFII-mediated IGF signaling activation up-regulates *Igfbp3* expression (33), its down-regulation could be due to the loss of sensitivity to IGFII. We thus examined Ng2/Cspg4 regulation of *Igfbp3* regulation upon IGFII stimulation *in vitro*. Tumor cells derived from *Kras*^*G12D*/+^*; p53^f/f^; Ng2/Cspg4*^+/+^, and *Kras*^*G12D*/+^*; p53^f/f^; Ng2/Cspg4^f/f^* mice were treated with IGFII followed by real-time PCR analysis for *Igfbp3* expression. Treatment of IGFII up-regulates *Igfbp3* expression in *Kras*^*G12D*/+^*; p53^f/f^; Ng2/Cspg4*^+/+^ tumor cells, but this stimulatory effect is lost in the *Kras*^*G12D*/+^*; p53^f/f^; Ng2/Cspg4^f/f^* tumor cells (Fig. 5*C*).

Igfbp3 can function as a pro-apoptotic factor to decrease the survival cancer cells (34–37). IGFBPs also down-regulate IGF signaling (38), and IGF signaling can activate AKT to affect tumor cell viability (39, 40). Thus, deletion of *Ng2/Cspg4* at the time of tumor initiation could result in an increase in tumor size by promoting tumor cell proliferation through down-regulation of *Igfbp3.* In support of this notion, a link between Ng2/Cspg4 and AKT activity was shown in lung cancer cells (41). Thus, we examined the AKT activity in the tumor cells derived from *Kras*^*G12D*/+^*; p53^f/f^; Ng2/Cspg4*^+/+^, and *Kras^G12D^; p53^f/f^; Ng2/Cspg4^f/f^* mice using Western analysis. We found a significant increase in the level of phospho-AKT in the *Kras*^*G12D*/+^*; p53^f/f^; Ng2/Cspg4^f/f^* cells when compared with the *Kras^G12D^; p53^f/f^; Ng2/Cspg4*^+/+^ cells (Fig. 5*D*). To determine whether the findings in the mouse correlated with the situation in human tumors, we examined the expression of *CAS7* and *IGFBP3* in tumors treated with NG2/CSPG4 antibody and found increased expression in both genes with inhibition (Fig. 5*E*). Thus, the human tumors behave similarly to the mouse tumors in which *Ng2/Cspg4* is depleted in an established tumor. 

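In the tumors labelled KPNG2f/f, no gene of the IGF ligands and receptors was called by edgeR after adjustment over all tested genes. Igf2, which encodes the ligand IGFII, had 29.1 and 3.69 CPM in the libraries labelled KPNG2+/+ and 5.61, 3.22 and 2.08 CPM in those labelled KPNG2f/f. Its log2 fold change was -2.17 (standard error 0.87, 95% interval -4.30 to -0.04), and -0.02 without KPNG2+/+ tumor 1. H19, the noncoding RNA imprinted together with Igf2, had 194 and 92.2 CPM against 9.42, 29.2 and 8.97 CPM, a log2 fold change of -3.17 (standard error 0.63). Igf1 had a log2 fold change of 0.89 (standard error 1.30), the receptor genes Igf1r and Igf2r had -0.20 (standard error 0.35) and 0.02 (standard error 0.52), and Pappa, a protease that cleaves IGF-binding proteins, had -3.66 (standard error 1.15), which was -1.80 without KPNG2+/+ tumor 2. Of 17 genes of IGF ligands, receptors and regulators, 16 were tested and 0 were lower or higher at an adjusted p under 0.05 from edgeR, against 4 lower and 0 higher at an unadjusted p under 0.05. When adjusted over the list alone, 2 were lower, H19 and Igf2bp1, which encodes an RNA-binding protein, and DESeq2 called 3 lower, these and Pappa. The median log2 fold change of the list was -0.29 (adjusted p = 0.0257 from camera with a preset correlation, adjusted p = 0.364 with an estimated correlation). Of 17 tested FOXO targets, genes that AKT activity lowers through the FOXO transcription factors, 0 were called by edgeR, by DESeq2 or when adjusted over the list alone, and 1 was lower at an unadjusted p under 0.05. That gene was Txnip, an inhibitor of thioredoxin, with 158 ± 139 CPM (SD, n = 2) against 40.5 ± 16.2 CPM (SD, n = 3), and its log2 fold change of -1.97 was -0.58 without KPNG2+/+ tumor 2. The list had 8 positive and 9 negative values and a median of -0.13 (adjusted p = 0.466 from camera), which was 0.46 without KPNG2+/+ tumor 1 and -0.28 without KPNG2+/+ tumor 2. Without KPNG2+/+ tumor 1 the median of the IGF list was 0.02, and camera did not call it without that tumor or without KPNG2f/f tumor 1. The groups are named by their labels, which Cspg4 RNA does not check.

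**Figure D3:**
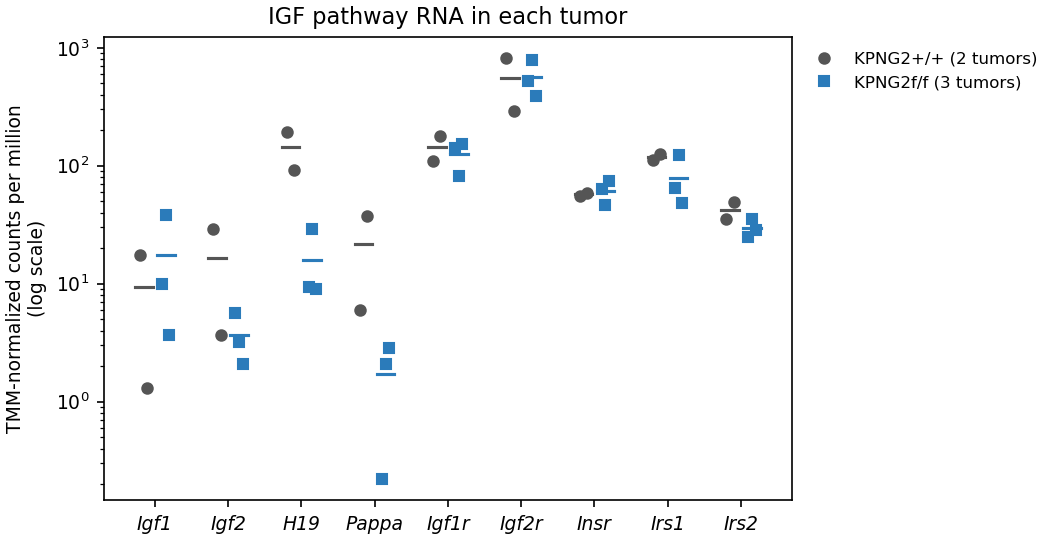
TMM-normalized CPM, on a log scale, of IGF ligand, receptor and regulator genes in each tumor. Circles are the 2 tumors labelled KPNG2+/+, squares the 3 labelled KPNG2f/f, and lines the group means; both circles lie above all squares for H19 and Pappa, and the groups overlap for Igf1, Igf2 and Igf1r.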

Taken together, these data raise the possibility that deleting *Ng2/Cspg4* at tumor initiation activates IGF signaling, a pathway known to positively regulate soft-tissue sarcoma growth (42), whereas in established tumors, there is an opposite effect.

## Discussion

Here we show that *Ng2/Cspg4* plays an important role in soft-tissue sarcoma growth and maintenance. Inhibition of Ng2/Cspg4 in established sarcomas by gene deletion or NG2/CSPG4 antibody immunotherapy significantly reduced tumor size in murine and human sarcomas. This was associated with a decrease in cell proliferation and increase in apoptosis.

Surprisingly, deleting *Ng2/Cspg4* at the time of tumor initiation resulted in the opposite effect on tumor growth. We found that deletion of *Ng2/Cspg4* at tumor initiation resulted in activation of IGF signaling and a loss of the normal regulation of insulin growth factor–binding proteins, which are known to inhibit IGF signaling and regulate cell proliferation. It is possible that cells might adapt to loss of *Ng2/Cspg4* at tumor initiation in ways that are different from *Ng2/Cspg4* after the tumor is already formed. This adaptation can include activation of IGF signaling through the loss of normal regulation of IGFBPs. This might be related to an epigenetic change, allowing activation of IGF signaling through the loss of normal up-regulation of IGFPBs. Another possibility is that because Ng2/Cspg4 is a membrane proteoglycan that interacts with other cells and extracellular matrix, loss of *Ng2/Cspg4* at tumor initiation may alter a critical extracellular interaction that promotes tumor growth. Deletion of *Ng2/Cspg4* at tumor initiation revealed a pro-apoptotic effect of Ng2/Cspg4, so ablation of *Ng2/Cspg4* might account for decreased cell death at the time of tumor initiation. Consistent with that notion, Ng2/Cspg4 has been shown to play a pro-apoptotic role in fibroblasts (43, 44). Another possibility is that by deleting *Ng2/Cspg4* at tumor initiation, we are changing the cell type that becomes the tumor or changing the type of tumor that develops; however, in our analysis to date, we have not found differences between the sarcomas to suggest a difference in tumor cell type. Our data on phospho-AKT, and a lack of normal down-regulation of *Igfbp3* expression, suggest that there is constitutive IGF activity in the tumors that lost *Ng2/Cspg4* at tumor initiation. This adds support to the notion that IGF plays a critical role in tumor cell behavior in sarcomas (45, 46).

Soft-tissue sarcoma comprises a heterogeneous group of tumors; therefore, precise categorization of patient tumor types is important for choosing appropriate and effective treatments. Our data suggest that targeting Ng2/Cspg4 can be developed into a novel therapeutic approach for soft-tissue sarcomas expressing this transmembrane proteoglycan. Furthermore, our data also illustrate the complexity in interpreting results from genetically engineered mice, as the data from deletion of *Ng2/Cspg4* at tumor initiation probably do not necessarily pertain to the more clinically relevant experiment of *Ng2/Cspg4* inhibition in established tumors. Issues related to experiments studying the role of genes in tumor initiation compared with their role in tumor maintenance should be considered when translating data from mouse genetics to proposed therapies.

## Experimental procedures

### Mice

All experiments were performed in accordance with National Institutes of Health guidelines and were approved by the Duke University Division of Laboratory Resources. We crossed *Ng2/Cspg4*^−/−^, *Ng2/Cspg4^f/f^* (32, 47), *LSL-Kras^G12D^; p53^f/f^* (29), *Kras^FRT-STOP-FRT-G12D^; p53^FRT/FRT^* (48, 49), and *R26^Cre-ER-T2^* or *Col1a1^FRT-STOP-FRT-Cre-ER-T2^* transgenic mice. Tumors were generated by intramuscular injection of a calcium phosphate precipitate of adenovirus expression Cre recombinase or flippase (University of Iowa) into the right hind leg of 6–8-week-old mice. Animals were euthanized within 12 days of tumor formation. Volume was calculated by using the formula, (*ab*^2^)π/6, where *a* is the longest measurement and *b* is the shortest.

Tomoxifen-induced genes were activated using 4-OHT (Sigma-Aldrich) dissolved in 100% ethanol at a concentration of 250 mg/ml and then diluted with DMSO (Sigma-Aldrich) to a final working solution concentration of 25 mg/ml. Soft-tissue sarcomas in the mouse hind limb were infiltrated with a single intramuscular injection of 30 μl of 4-OHT (0.75 mg) working solution via a 27.5-gauge insulin syringe.

### NG2/CSPG4 lentiviral particle transfection and human sarcoma xenografts

Human undifferentiated pleomorphic sarcoma cells were dissociated into single cells as described previously (50, 51). Lentiviral particles containing three target-specific constructs that encode 19–25-nucleotide shRNA targeting human *NG2/CSPG4* and lentiviral particles expressing copGFP control lentiviral particles were purchased from Santa Cruz Biotechnology. Cells were plated 24 h before viral transfection at 0.6 × 10^5^ cells/well. For cell infection, viral particles (multiplicity of infection = 4) were supplemented with 10 μg/ml Polybrene and incubated with cells for 24 h. Puromycin (2 μg/ml) was used to select stable clones expressing the shRNA. Various numbers of cells (1 × 10^5^ to 1 × 10^2^) were suspended with Matrigel (BD Biosciences) and injected subcutaneously into 6–8-week-old NSG mice (Jackson Laboratory).

### Histology and immunofluorescence

Tumor samples were formalin-fixed in 4% paraformaldehyde, embedded in Tissue Tek O.C.T compound (Fisher Scientific), and sectioned. Sections (10 μm) of the tumor samples were stained with hematoxylin and eosin following standard procedures. For immunofluorescence, the sections were stained with antibodies against human NG2/CSPG4 (mouse mAb 9.2.27, 1:100) or mouse Ng2/Cspg4 (rabbit anti-Ng2/EC, 1:100) at 4 °C overnight. Secondary antibodies conjugated with Alexa Fluor 488 (1:1000; Invitrogen) or Alexa Fluor 568 (1:1000; Thermo Fisher Scientific) were incubated for 1 h at room temperature to detect the primary antibody. Finally, the sections were mounted in 4′,6-diamidino-2-phenylindole containing Fluoroshield (Abcam) and imaged.

### Western analysis

Western analysis was performed using standard protocols. Immunoblotting was performed overnight at 4 °C with the following primary antibodies: human NG2/CSPG4 mAb 9.2.27 (1:1000), mouse Ng2/Cspg4 (1:2000), phospho-AKT (Ser-473) from Cell Signaling (1:1000), pan-AKT from Cell Signaling (1:1000), actin from Thermo Fisher (1:5000), and vinculin from Millipore (1:2000).

### Gene expression analysis

RNA isolated from at least three independent experiments was analyzed by quantitative real-time PCR in triplicate for each treatment condition and primer set. The reactions used TaqMan Universal PCR master mix (Applied Biosystems) with TaqMan gene expression assays for human *NG2/CSPG4*, mouse *Ng2/Cspg4*, and mouse *Igfbp3* (Applied Biosystems). The gene expression levels between samples were analyzed using the 2^ΔΔ^*^Ct^* method (52). *Gapdh* (Applied Biosystems) was used as endogenous control for target gene normalization. 50 ng of total RNA was used for cDNA synthesis using RT^2^ SYBR Green quantitative PCR master mixes and the RT^2^ First Strand kit (Qiagen). Gene expression profiling was performed using the RT^2^ Profiler Mouse Cancer PathwayFinder PCR Array (Qiagen) according to the manufacturer's protocol.

### RNA sequencing

RNA-seq data were processed using the TrimGalore toolkit, which employs Cutadapt to trim low-quality bases and Illumina sequencing adapters from the 3′-end of the reads. Only reads that were 20 nucleotides or longer after trimming were kept for further analysis. Reads were mapped to the GRCm38v68 version of the mouse genome and transcriptome (53) using the STAR RNA-seq alignment tool (54). Reads were kept for subsequent analysis if they mapped to a single genomic location. Gene counts were compiled using the HTSeq tool. Only genes that had at least 10 reads in any given library were used in subsequent analysis. Normalization and differential expression was carried out using the DESeq2 (55) Bioconductor (56) package with the R statistical programming environment. The false discovery rate was calculated to control for multiple hypothesis testing. Gene set enrichment analysis (57) was performed to identify differentially regulated pathways and gene ontology terms for each of the comparisons performed.

### Proliferation and apoptosis

Cell proliferation was measured using the Click-iT EdU imaging kit (Invitrogen) according to the manufacturer's protocols. Cells isolated from sarcomas were cultured with medium containing 10 μm Edu for 4 or 24 h followed by fixation and EdU detection. Apoptosis was measured using annexin V incorporation in a manner identical to that previously reported (58).

### Immunotherapy studies

Human undifferentiated pleomorphic sarcoma cells (1 × 10^4^) were suspended with Matrigel (BD Biosciences) and injected subcutaneously into 6–8-week-old NSG mice. After 7 weeks, the animals were randomly divided into two groups. Animals were treated with mouse monoclonal antibody 9.2.27 to human NG2/CSPG4 or IgG control at 50 μg/ml/mouse (Abcam) via intraperitoneal injection every other day for 2 weeks.

### Statistical analyses

For all of the data, the mean, 95% confidence interval, and S.D were calculated for each condition. Statistical significance was calculated using two-tailed, unpaired Student's *t* test. The threshold for statistical significance was *p* < 0.05.

## Author contributions

S.-C. H., W. B. S., D. G. K., and B. A. A. designed experiments, interpreted results, and wrote the manuscript. S.-C. H. performed genetic and cell culture experiments. P. N. and V. P. performed the xenograft immunotherapy experiment.

## Supplementary Material

Supporting Information

## Footnotes

2 The abbreviations used are:

4-OHT: 4-hydroxytomaxifen
Edu: 5-ethynyl-2′-deoxyuridine
IGF: insulin-like growth factor.

# Supplementary material for: Effects of chondroitin sulfate proteoglycan 4 (NG2/CSPG4) on soft-tissue sarcoma growth depend on tumor developmental stage
**Source:** J Biol Chem. 2017 Dec 1;293(7):2466–75. doi: 10.1074/jbc.M117.805051
**Supplement:** Supporting Information

Effects of chondroitin sulfate proteoglycan 4 (NG2/CSPG4) on soft tissue sarcoma growth depend on tumor developmental stage — Effects of chondroitin sulfate proteoglycan 4 (NG2/CSPG4) on soft-tissue sarcoma growth depend on tumor developmental stage — NG2/CSPG4 in sarcomas — Supporting Information 

# Effects of chondroitin sulfate proteoglycan 4 (NG2/CSPG4) on soft-tissue sarcoma growth depend on tumor developmental stage

## Supporting Information

- supplemental data (.pdf, 7.5 MB) - supplemental data

How the deposited data were processed for this re-analysis (not part of the article)

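RNA sequencing of 5 mouse sarcomas was analysed, 2 labelled KPNG2+/+ and 3 labelled KPNG2f/f. Groups and tumor numbers were taken from the sample labels, the series design and the paper. Tumors in which Ng2/Cspg4 was deleted after tumor formation, and Tables S1 to S4, were not analysed here.

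The authors deposited a table of raw counts per Ensembl gene and a table of normalized counts. Before deposit they trimmed adapters and low-quality bases, mapped reads to GRCm38 with STAR, kept reads at a single genomic location and counted them per gene with HTSeq. The submitters' processing notes name bcl2fastq 2.17.1.14 and give no version for the other tools. The normalized signal deposited by the authors holds 16770 genes, the same genes that have at least 10 counts in at least 1 library, and equals the raw counts divided by 1 factor per library (1.04 and 1.06 for the KPNG2+/+ tumors, 0.954, 0.997 and 0.970 for the KPNG2f/f tumors). The ratio of the tables was called constant within a library at a difference under 1e-09. The tests used the raw counts.

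The raw table holds 38561 genes, of which 36639 were matched to a gene symbol, as were 16570 of the tested genes. Coordinates are those of a GENCODE annotation of GRCm38. Counts per library ranged from 45207024 to 58882168, and the standard errors given with the log2 fold changes are their precision, with counting error and the spread between tumors together. No pair of libraries was the same library sequenced again (chi-square per degree of freedom 103 to 504).

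Genes with at least 10 counts in at least 1 library, the filter the paper states, were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with TMM factors of 1.07, 0.888, 0.999, 1.02 and 1.03 and a Benjamini-Hochberg adjusted p under 0.05. The common dispersion was 0.259. Levels are CPM computed with these factors. Intervals are 95% intervals from the standard error and the degrees of freedom of the test. DESeq2 1.42.0, which the paper used, was an alternative, and its adjusted p is missing for 661 genes.

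Before the data were examined, 31 lists of genes and the rule for naming genes were fixed. Of the lists, 28 were tested with camera (limma 3.58.1) at a preset correlation of 0.01. The erythroid list had no gene above the count minimum, and the sex-linked genes and the engineered genes were described gene by gene. Of the 28, 17 were called, 7 higher and 10 lower, against 0 with an estimated correlation (smallest adjusted p = 0.364) and 0 with fry, which tests whether the genes of a list move on balance in one direction (smallest adjusted p = 0.365). Members were also counted when adjusted over the list alone.

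The genes named in the text followed that rule. It takes Cspg4, the Igfbp genes, Casp7, Igf2, Kras and Trp53; up to 12 called genes per direction with the largest change, a mean of at least 5 CPM in the higher group, no overlap of the groups and an established symbol; and from each list its called members with the smallest p or, with none called, the member with the largest change. It gave 39 genes, 0 of them by the size of change. Genes named outside the rule were chosen after their values were seen.

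The procedure was tested on simulated counts with 200 changed genes, 50 at each fold, all with a mean of at least 5 CPM. Counts were drawn for each gene separately. With the estimated dispersions edgeR called 0%, 54%, 82% and 94% of genes changed 2-, 4-, 8- and 16-fold, and DESeq2 called 6%, 86%, 96% and 98%. With a dispersion of 0.05 edgeR called 40% of genes changed 2-fold and 100% of those changed 4-fold or more.

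The alternatives were DESeq2 in place of edgeR, DESeq2 size factors, total counts with no further scaling, filterByExpr, no low-count filter, leaving out each tumor in turn, the tumor number as a block, a minimum log2 fold change of 1, an estimated correlation, and fry. The median log2 fold change of all genes moved by -0.02 with DESeq2 size factors and by 0.05 with total counts. All 10 splits of the tumors into groups of 2 and 3 were also tested. Tables and figures were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.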

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

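The tests of pericyte markers, of other assignments of the libraries, of chromosome regions and of KPNG2+/+ tumor 2 were chosen after the results were seen; the exchange of 1 library of each group and the splits of the tumors were set before.

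Gm10260, a gene the paper's text does not report, had a log2 fold change of -8.00 and was the single gene called by edgeR. Cxcl10, an interferon-induced chemokine that the paper's text does not report, was singled out after its values were seen: it had 27.5 and 30.1 CPM in the libraries labelled KPNG2+/+ and 72.6, 125 and 109 CPM in those labelled KPNG2f/f, a log2 fold change of 1.83 that DESeq2 called and edgeR did not (adjusted p = 0.673 from its quasi-likelihood test). Xist, transcribed from the inactive X chromosome of female mice and not reported in the paper's text, was at 652 CPM in KPNG2+/+ tumor 1 and at 0.451 to 0.814 CPM in the other 4 tumors, and the Y-linked gene Ddx3y was at 0 CPM in that tumor and at 66.2 to 109 CPM in the others. Among the 5 sex-linked genes, 0 were called by edgeR, against 1 lower (Xist) when adjusted over the list alone, at an unadjusted p under 0.05 and by DESeq2. The paper's text does not give the sex of these mice, and sex differs within the KPNG2+/+ group. By these 2 genes KPNG2+/+ tumor 1 came from a female mouse, and KPNG2+/+ tumor 2 and the 3 KPNG2f/f tumors from males. Sex was therefore uneven between the groups too, and no fit included it. For differences that rest on KPNG2+/+ tumor 1, sex and other traits of that tumor cannot be told apart.

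The number of called genes was 1 with edgeR and 186 with DESeq2. With 10 splits of 5 tumors into 2 and 3, the share of splits with as many calls cannot go under 0.1. As many were called in 3 splits with edgeR, the labelled one included, where the highest of the other splits had 1 gene, and in 5 splits with DESeq2, where the highest other had 1227. That split sets KPNG2+/+ tumor 1 and KPNG2f/f tumor 2 against the rest, and its count points to a structure among the samples that does not follow the labels. The macrophage list summed to 712 and 1582 CPM in these 2 tumors and to 84.9 to 405 CPM in the other 3.

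Cspg4 RNA was close in both groups. The counts of Kcnj8, Abcc9, Higd1b and Vtn, pericyte markers, together came to at most 0.446% of those of Cspg4 in a KPNG2f/f library. This argues against pericytes that kept the gene and express the 4 at 10% of Cspg4 or more, a limit set afterwards. Their level beside Cspg4 in pericytes was not measured here, and other cells that kept the gene were not tested. The test was first made on normalized values, where Abcc9 alone could be used, and was then moved to raw counts of all 4. An exchange of 1 library of each group met what had been written for it beforehand, since such a split gave 1227 calls by DESeq2 against 186 for the labels, but that split need not follow the genotype. The largest fold between group means of Cspg4 in any split was 1.52; the limit of 2-fold set for this test was chosen after the values were seen and assumes that the deletion lowers counts over the whole gene. Cells that kept the gene, wrong labels and counts from outside the deleted part therefore stay open and cannot be told apart here. The measures of the deletion that the paper cites (Fig. S3) go with the labels. Igfbp3 was lower here, as by the paper's real-time PCR (Fig. 5B), but the paper took this gene from the same sequencing, so its direction is not independent support for them. Casp7, which the paper also measured by real-time PCR (Fig. 5A), overlapped between the groups here.

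Some genes were nearly absent from 1 group, which may reflect mouse strain. Of 127 tested genes in the MHC interval of chromosome 17 (33974659 to 37274484), 9 had an unadjusted p under 0.01, against 149 of 16443 elsewhere (Fisher's exact test, two-sided, p = 3.52e-06), as different MHC haplotypes would give. The interval was chosen after genes in it had been seen among those with the smallest p, so this test is not independent support. Neighbouring genes are not independent either, and near-identical MHC genes share reads. Among the 9 genes, H2-Q2 had 5.99 ± 3.31 CPM (SD, n = 2) in the libraries labelled KPNG2+/+ and 0.0286 ± 0.0496 CPM (SD, n = 3) in the others. Within 10 Mb of Cspg4, where DNA linked to the floxed allele would lie, it was 5 of 211 genes (Cryab, Hspb2, Insyn1, Itga11 and Ncam1) against 153 of 16359 (Fisher's exact test, two-sided, p = 0.0517), which does not decide, and Hspb2 overlaps Cryab on the other strand. Linked DNA goes with the genotype in this design, so it and the loss of Ng2/Cspg4 cannot be told apart for these genes.

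Smooth muscle and fibrillar matrix genes had low values in the libraries labelled KPNG2f/f. The smooth muscle list had a median log2 fold change of -1.90 over 10 genes, with 0 called by edgeR, 0 when adjusted over the list alone, 5 lower at an unadjusted p under 0.05 and 3 lower by DESeq2 (camera adjusted p = 1.7e-08, adjusted p = 0.364 with an estimated correlation), and the matrix list -1.22 over 21 genes, with 0, 0, 10 and 2 (camera adjusted p = 1.42e-09, adjusted p = 0.364 with an estimated correlation). KPNG2+/+ tumor 2 stood apart, with 5412 CPM for the smooth muscle list against 319 to 536 CPM in the other tumors, whereas the matrix list summed to 18237 and 42134 CPM in the tumors labelled KPNG2+/+ and to 7632, 15347 and 14233 CPM in those labelled KPNG2f/f, so that both of the former lay above the latter; without tumor 2 the medians were -0.93 and -0.63, or 49.0% and 51.5% of their size. The limit for this test had been written as a loss of more than 50% of the size, which the first list meets and the second misses by little. After these values were seen it was widened to a band from 0.4 to 0.6 of the size, inside which both lie. Both medians stayed negative without that tumor, but the KPNG2+/+ group then held 1 library. The test with an estimated correlation called neither list even with all tumors, so that tumor as the whole source stays open. A difference by genotype and the place of each tumor in the limb stay open too and were not tested.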

How the results depend on the processing

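Most results kept their direction and their side of the threshold. For genes this says little, since edgeR called 1 gene and the others mostly stayed uncalled. The called lists did not hold under all alternatives, as given below. Results that changed are given here or, for lists without 1 tumor, beside the list's median, and the cause was not tested. The number of called genes was 186 with DESeq2, and 0 without any 1 of the KPNG2f/f tumors. It also moved without KPNG2+/+ tumor 1 or 2, but that group then holds 1 library and the spread comes from the KPNG2f/f tumors alone. Calls and p-values given for such fits carry this limit. With DESeq2, Igfbp3 was at -2.20 and past the threshold, and 1 Igfbp gene was called lower; it was past the threshold under no other alternative, and ran from -2.83 to -1.95 when each tumor was left out. Among the genes named by the rule, DESeq2 also put past the threshold Acta2 (-3.56), Comp (-5.02), Lmod1 (-5.01), Neb (-5.10), Pappa (-3.69), Rps2 (1.28) and Xist (-9.00), which edgeR did not call; without KPNG2+/+ tumor 2 the edgeR values were -0.66 for Acta2, -1.60 for Lmod1 and -1.80 for Pappa, and without KPNG2+/+ tumor 1 that of Neb was -1.47, and Xist was called by edgeR without KPNG2+/+ tumor 2. No pro-apoptotic gene was called lower by edgeR or DESeq2 under any alternative. The number of called lists was 0 with an estimated correlation, 0 with fry, and 5 to 17 when each tumor was left out, with 5 without KPNG2+/+ tumor 1 and 10 without KPNG2f/f tumor 1. The median of called lists changed sign for IGF, mature skeletal muscle, muscle progenitor and endothelial genes without KPNG2+/+ tumor 1, for macrophage genes without KPNG2f/f tumor 2 and for interferon response genes without KPNG2f/f tumor 3. That of lists not called changed sign when some tumor was left out for anti-apoptotic, p53 target, FOXO target, lymphocyte, neutrophil, Schwann and keratinocyte, immediate early and heat shock, and EMT and invasion genes, as also for lymphocyte genes with total counts (-0.03) and neutrophil genes with no low-count filter (0.95). Of lists not called with all tumors, EMT and invasion genes had a median of -0.37 without KPNG2+/+ tumor 1. Lymphocyte genes had -0.57 and Schwann and keratinocyte genes -0.53 without KPNG2+/+ tumor 2. Each of these fits held 1 KPNG2+/+ library. The calls of oxidative phosphorylation genes were lost with DESeq2 size factors, of macrophage genes with total counts, of adipocyte and oxidative phosphorylation genes with filterByExpr, and of cartilage and bone genes with no low-count filter. When each tumor was left out, log2 fold changes changed sign in the ranges -0.59 to 0.091 for Cspg4, -0.46 to 0.18 for Casp7, -1.99 to 1.25 for Igfbp2, -0.28 to 0.56 for Igfbp4, -3.89 to 2.54 for Igfbp5, -2.29 to 0.97 for Igfbp7, -0.80 to 0.22 for Kras, -0.54 to 1.12 for Trp53, -7.08 to 2.81 for Des, -0.37 to 7.59 for Mmp8, -6.96 to 1.39 for Cdh5, -2.33 to 0.033 for Egr2 and -10.00 to 0.48 for Xist. The tumor numbers pair nothing that the paper or labels state: over 2 pairs the correlation of deviations was -0.32. A replicate block over the 4 tumors numbered 1 and 2 gave 1 called gene, Gm10260, and turned Igfbp2 to -1.33 and Igfbp4 to -0.31. With this block the medians of the interferon response list (-0.08) and the antigen presentation list (-0.02) turned, these lists and oxidative phosphorylation genes were no longer called, and EMT and invasion genes were called lower. Depth was at least 45207024 counts in each library, and what it limits was not tested by varying it.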

Differences from the paper's values

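The tests set beside the paper's values were planned before the data were examined. The log2 fold change of Igfbp3 in the KPNG2f/f tumors was -2.19, whereas the paper's value by real-time PCR is about -4.5 in Fig. 5B, read by eye from an axis in log2. The legend does not name the error bars of this panel and gives n = 6 for each condition, whereas the value here comes from 2 tumors against 3. As a signed fold change the value here is -4.56. The log2 values differed under every alternative set before the data were examined.

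Casp7 had a signed fold change of -1.13, a log2 fold change of -0.17, whereas the paper's value by real-time PCR is about -3.4 in Fig. 5A, read by eye from an axis of fold change, with n = 6 for each condition against the same 2 and 3 tumors here. The values differed under every alternative set before the data were examined, and without KPNG2+/+ tumor 1 the fitted change was positive.

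The paper states that several Igfbp genes were significantly lower in KPNG2f/f tumors. Of the 6 tested, 4 had negative log2 fold changes, 0 were called by edgeR, and DESeq2, the paper's tool, called 1, Igfbp3; at an unadjusted p under 0.05 from DESeq2, 2 were lower, Igfbp3 and Igfbp6. The paper's statistics section gives a threshold of p under 0.05 for all of the data, and its text on RNA sequencing names a false discovery rate with no threshold of its own. The legend of Fig. 5B gives directions for Igfbp3 opposite to those of the panel and the text, and the value here is negative, as in the panel.

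The paper states that many of the apoptosis genes it lists were lower in KPNG2f/f tumors. That list was not used here. Of 34 tested pro-apoptotic genes fixed beforehand, 0 were called lower by edgeR or DESeq2 and 9 had negative values. In the simulated counts edgeR called 0% and DESeq2 6% of genes changed 2-fold, so the absence of calls cannot exclude changes of that size. The paper also states that these sarcomas lacked Ng2/Cspg4 expression, and Cspg4 RNA over the whole gene was at 31.0 to 52.9 CPM in the libraries labelled KPNG2f/f.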

Other observations

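Genes singled out below, other than by the rule for naming genes, were chosen after their values were seen. In no list was a gene called by edgeR over all genes, and each group is named by its label, which Cspg4 RNA does not check.

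Genes of mitosis and DNA replication had mostly positive values in the tumors labelled KPNG2f/f. Of 25 G2/M genes 24 were positive, with a median log2 fold change of 0.41 (0.19 to 0.60 when each tumor was left out), 0 called when adjusted over the list alone or by DESeq2 and 2 higher at an unadjusted p under 0.05, Ccnb2 (1.06, standard error 0.33), a cyclin of mitosis, and Bub1b (0.98, standard error 0.38), a kinase of the spindle checkpoint. Camera gave an adjusted p = 6.93e-06, and adjusted p = 0.650 with an estimated correlation, and did not call the list without KPNG2+/+ tumor 1. The list summed to 2580 and 3295 CPM in the libraries labelled KPNG2+/+ and to 4931, 2952 and 3627 CPM in those labelled KPNG2f/f, so the groups overlapped. For 25 genes of G1/S and DNA replication, 21 positive, the median was 0.28 (camera adjusted p = 0.00415, adjusted p = 0.694 with an estimated correlation), with 2 higher at an unadjusted p under 0.05 and 0 by DESeq2. This median was 0.12 without KPNG2+/+ tumor 1 and 0.09 without KPNG2f/f tumor 1, and camera called the list in neither case.

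Immune genes differed between tumors of the same group. All 20 interferon response genes had positive values, with a median of 1.19 (camera adjusted p = 6.04e-05, adjusted p = 0.666 with an estimated correlation), but the list summed to 2379 CPM in KPNG2f/f tumor 3 and to 263 to 722 CPM in the others, and without that tumor the median was -0.23. It was 0.73 without KPNG2+/+ tumor 1 and 2.25 without KPNG2+/+ tumor 2, and camera did not call the list without KPNG2+/+ tumor 1 or KPNG2f/f tumor 3. Of these genes 1, Cxcl10, was higher by DESeq2 and when adjusted over the list alone. Antigen presentation genes had a median of 1.26 over 14 genes (camera adjusted p = 0.0145, adjusted p = 0.694 with an estimated correlation) and 0.05 without KPNG2f/f tumor 3, and were not called by camera without that tumor, KPNG2f/f tumor 2 or KPNG2+/+ tumor 1, with 2 higher and 1 lower at an unadjusted p under 0.05 and 0 by DESeq2. Macrophage genes had a median of 1.02 over 19 genes (camera adjusted p = 0.0329, adjusted p = 0.694 with an estimated correlation), with 1 lower by DESeq2, Apoe, an apolipoprotein. Apoe did not follow the macrophage gene Lyz2. It was at 66.4 CPM in KPNG2+/+ tumor 2, where Lyz2 was at 0.860 CPM, and at 11.2 CPM in KPNG2f/f tumor 2, where Lyz2 was at 909 CPM. The median of the macrophage list was -0.44 without KPNG2f/f tumor 2, 5.90 without KPNG2+/+ tumor 1 and 0.05 without KPNG2+/+ tumor 2, where camera's direction was down. Camera did not call the list without KPNG2f/f tumor 2 or KPNG2+/+ tumor 2. Of the 7 tested lymphocyte genes the median was 0.01 while camera's direction was down (adjusted p = 0.437 from camera), on 60 to 159 counts per library for all 21 genes, and 6 neutrophil genes had a median of -0.21 (adjusted p = 0.947 from camera). When each tumor was left out, the lymphocyte median ran from -1.92 to 2.38 and the neutrophil median from -0.86 to 1.93. Of the 13 genes of both lists, 0 were called by DESeq2 and 1 was lower at an unadjusted p under 0.05. Genes of red blood cells had 1 to 6 counts per library for the 7 in the table.

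Genes of muscle, vessels and other tissues had negative medians. Muscle progenitor genes had a median of -3.26, all 13 negative (camera adjusted p = 1.53e-05, adjusted p = 0.364 with an estimated correlation), with 4 lower at an unadjusted p under 0.05 and 0 by DESeq2. With filterByExpr 8 of them were kept, with a median of -1.19. The list summed to 430 and 584 CPM in the tumors labelled KPNG2+/+ and to 247, 204 and 251 CPM in those labelled KPNG2f/f, so that both of the former lay above the latter. Without KPNG2+/+ tumor 1, 8 genes reached the count minimum and their median was 0.76, so the remaining genes of the 13 were tested only through that tumor. Myod1, a regulator of muscle identity, was at 15.1 CPM in that tumor and at 0 to 0.129 CPM in the others. Mature skeletal muscle genes had a median of -1.02 over 17 genes (camera adjusted p = 1.01e-04, adjusted p = 0.554 with an estimated correlation), and 0.69 without the same tumor, where camera did not call it, against -1.85 without KPNG2+/+ tumor 2 and -1.53 without KPNG2f/f tumor 2, with 2 lower by DESeq2 and at an unadjusted p under 0.05. Endothelial genes had a median of -0.74 over 13 genes (camera adjusted p = 0.0403, adjusted p = 0.538 with an estimated correlation) and 0.10 without KPNG2+/+ tumor 1, which had 231 CPM of Cdh5, a cadherin of endothelium, against 0.707 to 3.42 CPM in the others, with 3 lower at an unadjusted p under 0.05 and 1 by DESeq2. Its median ran from -1.43 to 0.10 when each tumor was left out, and camera did not call it without KPNG2+/+ tumor 1, KPNG2f/f tumor 1 or KPNG2f/f tumor 2. NG2 partners and pericyte genes had a median of -0.88 over 20 genes (camera adjusted p = 6.14e-04, adjusted p = 0.364 with an estimated correlation), with 4 lower at an unadjusted p under 0.05 and 1 by DESeq2, and a median of -0.45 without KPNG2+/+ tumor 1 and -0.24 without KPNG2+/+ tumor 2. Cartilage and bone genes had a median of -0.30 over 11 genes (camera adjusted p = 0.00294, adjusted p = 0.364 with an estimated correlation), with Comp, a cartilage matrix protein, lower by DESeq2 (log2 fold change -4.99 from edgeR), and their median ran from -0.57 to -0.15 when each tumor was left out, with no camera call without KPNG2+/+ tumor 1. Adipocyte genes had a median of -0.70 over 7 genes (camera adjusted p = 0.0272, adjusted p = 0.364 with an estimated correlation), with 3 lower at an unadjusted p under 0.05 and 0 by DESeq2, and -1.34 to -0.42 when each tumor was left out, where camera called the list only without KPNG2f/f tumor 3. Schwann cell and keratinocyte genes had a median of -0.56 over 9 genes (adjusted p = 0.232 from camera) and 0.26 without KPNG2+/+ tumor 1, with 1 lower at an unadjusted p under 0.05 and 0 by DESeq2.

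Among lists of cell function, ribosomal protein genes had a median of 0.31 over 20 genes (camera adjusted p = 7.67e-04, adjusted p = 0.584 with an estimated correlation), with Rps2, which has near-identical pseudogenes, higher by DESeq2 (log2 fold change 1.29 from edgeR). This median was 0.00 without KPNG2f/f tumor 1 and 0.49 without KPNG2f/f tumor 2, and camera did not call the list without KPNG2f/f tumor 1 or KPNG2+/+ tumor 1. Oxidative phosphorylation genes had 0.20 over 20 genes (camera adjusted p = 0.0476, adjusted p = 0.694 with an estimated correlation), with 0 called by DESeq2 or at an unadjusted p under 0.05, and 0.05 without KPNG2f/f tumor 1, and camera did not call them without that tumor, KPNG2f/f tumor 3 or KPNG2+/+ tumor 1. Camera called none of the MAPK output genes (median 0.10, adjusted p = 0.380), hypoxia and glycolysis genes (0.12, adjusted p = 0.437), immediate early and heat shock genes (0.21, adjusted p = 0.604) and EMT and invasion genes (-0.13, adjusted p = 0.380). When each tumor was left out, the MAPK median ran from 0.0084 to 0.27 and the hypoxia median from 0.026 to 0.15. Without KPNG2+/+ tumor 2 the medians of the last 2 lists were -0.05 and 0.20, and without KPNG2f/f tumor 1 that of the EMT and invasion genes was 0.11. At an unadjusted p under 0.05, 3, 1, 1 and 4 genes of these 4 lists passed, and 0 by DESeq2. The member with the largest change was Dusp5, a phosphatase of ERK (-1.42), Pdk1, a kinase that limits pyruvate use (1.29), Egr2, a transcription factor (-1.59), and Serpine1, an inhibitor of plasminogen activators (-4.49). Serpine1 was at 6565 CPM in KPNG2+/+ tumor 2, at 191 CPM in KPNG2+/+ tumor 1 and at 65.5 to 240 CPM in the tumors labelled KPNG2f/f. Without KPNG2+/+ tumor 2 these changes were -0.34 for Serpine1, -0.47 for Dusp5 and 0.033 for Egr2, and without KPNG2f/f tumor 1 that of Pdk1 was 0.72.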
